# Transcriptome Analysis of Canine Histiocytic Sarcoma Tumors and Cell Lines Reveals Multiple Targets for Therapy

**DOI:** 10.3390/cancers17060954

**Published:** 2025-03-12

**Authors:** Alexander I. Engleberg, Ya-Ting Yang, Peter Z. Schall, Marilia Takada, Tuddow Thaiwong-Nebelung, Jacquelyn M. Evans, Elaine A. Ostrander, Vilma Yuzbasiyan-Gurkan

**Keywords:** histiocytic sarcoma, dendritic cells, macrophages, RNA sequencing, transcriptome, myeloid cancers, tumor pathways, immunotherapy, immune checkpoints, small-molecule inhibitors, *FOXM1*, *AURKB*, *PLK1*, *E2F*, *PTPN11*

## Abstract

**Background**: Histiocytic sarcoma (HS) is a highly aggressive malignancy characterized by the excessive proliferation of histiocytes in dogs and humans. A subset of dog breeds, including the Bernese Mountain Dog (BMD), show a remarkably high prevalence of HS. Previous work by us and others has identified somatic driver mutations of HS in the *PTPN11* and *KRAS* genes that activate the MAPK pathway in about 60% of canine HS. However, no somatic driver mutations have been identified in the remaining 40%. **Objectives**: Our goals are to study HS in BMDs to gain insight into the molecular pathogenesis of the disease, and identify rational approaches to therapy. Methods: Here, we report our whole transcriptome analysis of 18 well-characterized BMD HS tumor tissues, as well as three HS cell lines. **Results**: Our analysis reveals the significant upregulation of molecular pathways involving the *FOXM1*, *AURKB*, *PLK1*, and *E2F* genes, in HS as well as hemophagocytic HS, providing new information regarding pathways that may be targeted with inhibitors. In addition, we document the expression of multiple checkpoint genes, suggesting the option of treatment with small-molecule inhibitors together with checkpoint inhibitors. Further, we show that the transcriptomes of three canine HS cell lines mirror those of canine patient tumors, further highlighting their potential use in drug discovery and efficacy studies. Finally, we demonstrate, for the first time, that aurora kinase inhibitors are effective in curtailing the growth of HS cells in vitro and show synergism with MAPK inhibition. **Conclusions**: This study provides the most detailed analysis of the canine HS transcriptome to date, highlighting key pathways in its pathogenesis and suggesting new avenues for both single and combination treatment strategies, which may be pertinent to the treatment of human HS.

## Simple Summary

Insights into molecular changes in cancers have revolutionized the treatment of many cancers. Histiocytic sarcoma (HS) is a malignancy of dendritic and macrophage cell lineages that is prevalent in a subset of dog breeds, including the Bernese Mountain Dog (BMD). The disease is both rare and aggressive in humans and dogs, with limited treatment options. Using HS tumor samples from BMDs, as well as HS cell lines, we investigated the HS transcriptome. We report that multiple pathways, including those involving *FOXM1*, *AURKB*, *PLK1*, and *E2F*, are dysregulated in HS and may serve as targets for novel small molecule therapies. Further, we show that several immune checkpoint genes are expressed, with both PD-L1 and PD-L2 being overexpressed. Our findings indicate that both small molecule and immune checkpoint blockade, alone or in combination, may be effective therapies for this challenging disorder in dogs and humans.

## 1. Introduction

Histiocytic sarcoma (HS) is a highly aggressive malignancy characterized by the excessive proliferation of histiocytes, which are cells of the macrophage and dendritic cell lineage. While HS is an uncommon disease in dogs and humans, a subset dog breeds, including Bernese Mountain Dogs, (BMDs), flat-coated retriever, golden retriever, and Rottweiler, show an increased incidence, with BMDs having the highest at approximately 25% [1,2]. Genetic predisposition in BMDs and flat-coated retrievers have been the subject of many studies [3,4,5,6] and, while some genome-wide association studies (GWASs) have indicated the presence of susceptibility loci, specific genes conferring susceptibility have not been identified. However, insights into the drivers of tumorigenesis have been gained through the targeted sequencing of oncogenes, leading to the identification of driver mutations in *PTPN11* (approximately 56% of those tested), *KRAS*, and *NRAS* (approximately 3%) [7,8], pointing to the activation of the MAPK pathway in HS [9]. Studies in canine HS cell lines also demonstrate mutations in *PTPN11* and *KRAS*, indicating the activation of the MAPK pathway, with one cell line (DH82) showing *PTEN* loss and AKT activation [7]. In addition, we previously demonstrated the efficacy of MAPK pathway inhibition by targeted small molecules such as trametinib and dasatinib in cell lines, and mouse models of canine HS providing support for the use of targeted treatments [10,11]. A phase I trial of trametinib has been concluded and a phase II efficacy trial is ongoing [12].

While our knowledge of human and canine HS has significantly increased in the last few years, significant gaps in the understanding of tumorigenesis exist. Driver mutations have not been identified in about 40% of the canine cases, and it is not clear if targeting the MAPK pathway alone will offer effective treatment, even in cases with mutations in the MAPK genes. Current treatment options for HS in dogs show little efficacy; the most effective regimen uses N-(2-chloroethyl)-N’-cyclohexyl-N-nitrosourea (CCNU), which provides a response rate ranging from 29 to 46% and a median survival time of 85–96 days [13,14].

The targeted RNA sequence analysis of canine HS tumors has identified the dysregulation of numerous genes associated with cell cycle activity and cellular proliferation [6,15]. In one of the few instances of whole transcriptome sequencing, Asada et al. identified the upregulation of the MAPK and PI3K/Akt signaling pathways in both tumor samples and HS cell lines [16]. However, this analysis was performed using a small sample size (five dogs) of differing breeds. Herein, to gain further insight into the molecular changes associated with HS, we carried out the whole transcriptome analysis of eighteen well-characterized HS BMD tumor tissues and three HS cell lines.

Our transcriptome analysis reveals that multiple pathways are activated in BMD HS, including AURKB, FOXM1, and PLK1. Further, we show that the canine HS cell line transcriptomes mirror that of the tumors from canine HS patients, allowing for the testing of drug efficacy. We show, here, that targeting the AURKB pathway may be an effective treatment strategy, laying the foundation for further targeted and combinatorial treatment approaches for HS. As many pathways are shared between canine and human cancers, studies of canine cancer biology inform human cancer studies. In addition, companion animals with cancer enable translational studies allowing for the testing of both small molecule as well as immunomodulatory approaches to treatment.

## 2. Materials and Methods

### 2.1. HS Tissue and Blood Sample Extraction, Processing, and Sequencing Methods

HS tumor samples were from the Michigan State University (MSU) BMD DNA and Tissue Repository. Eighteen HS tumor samples with confirmed histopathological diagnosis were used for RNA extraction, utilizing frozen tumor tissue samples. The tumor tissue was divided into two, with one half used for RNA isolation and adjacent tissue fixed in optimal cutting temperature (OTC) embedding media. The percentage of tumor tissue in each sample was estimated to be >80% by histopathology. RNA was extracted using the mirVANA microRNA isolation kit (Invitrogen, Waltham, MA, USA). The quality of extracted RNA was determined using TapeStation assay. The RNA integrity number (RIN) of the samples ranged from 8.3 to 9.6, indicating excellent RNA quality. For normal controls, RNA was extracted from three BMD blood samples and three tissue samples (spleen, liver, and lung) isolated from German Shepherd Dogs (GSDs). Detailed sample information can be found in Table S1.

The RNA sequencing of HS tumor tissue was carried out at the National Institutes of Health (NIH) by the Intramural Sequencing Center. Libraries were prepared using Illumina TruSeq Stranded Total RNA kit with Ribo-zero Globin depletion and sequenced to a minimum of 100 million pairs of 150 bp reads per sample using an Illumina NovaSeq6000 sequencing machine (Illumina, San Diego, CA, USA) [3]. Raw sequence files (fastq) files were downloaded and processed for analysis at MSU.

### 2.2. HS Cell Line Growth, Maintenance, and RNA Preparation

Transcriptomes of the HS cell lines BD and OD derived from BMD cases, PJ derived from a Rottweiler HS case [10,17], and DH82 (ATCC, Manassas, VA, USA, CRL-3590/RRID:CVCL_2018) derived from a golden retriever were also analyzed. The three cell lines were grown to approximately 80% confluence in RPMI 1640 media supplemented with 10% heat-inactivated fetal bovine serum (10100147, ThermoFisher, Waltham, MA, USA), 1% antibiotic-antimycotic 100X (15240062, ThermoFisher), and 0.1% gentamycin (15710064, ThermoFisher). Cells were incubated in 5% CO_2_ at 37 °C, and used for RNA isolation. Both the BD and OD cell lines were derived from tumor samples from individual BMDs with a histopathologically confirmed HS diagnosis. The DH82 cell line is derived from a golden retriever with the hemophagocytic subtype of histiocytic sarcoma (HHS). Peripheral blood monocytes using blood from a mongrel dog were differentiated into dendritic cells using GM-CSF and IL-4, as described [18], and designated DC3F9 (using 70 ng/mL granulocyte-macrophage colony stimulating factor (GM-CSF) (PeproTech, Cranbury, NJ, USA) and 50 ng/mL interleukin-4 (IL-4) (PeproTech) for seven days to obtain immature Mo-DC, as described previously) [18]. RNA was isolated from each cell source using the mirVana microRNA isolation kit (Invitrogen) and confirmed by Tapestation assay to have RIN > 9.0.

RNA library prep sequencing was carried out at the Genomics Core of the Research and Technology Support Facility of MSU. RNA-seq libraries were prepared using the Illumina Stranded mRNA Library Kit and ligated with IDT for Illumina RNA UD Indexes, following the manufacturer’s recommendations. Completed libraries underwent quality control and were quantified using a combination of Qubit dsDNA HS and Agilent (Agilent Technologies, Santa Clara, CA, USA) 4200 TapeStation HS DNA1000 assays. The libraries were pooled in equimolar quantities and quantified using the Invitrogen Collibri Quantification qPCR kit. Pools were loaded onto one or more lanes of an Illumina NovaSeq 6000 SP flow cell and sequenced to obtain 60 million reads per sample in paired-end read format using a NovaSeq v1.5 300 cycle reagent cartridge. Base calling was performed by Illumina Real Time Analysis (RTA) v3.4.4, and the output of RTA was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v2.20.0.

### 2.3. RNA-Seq Analysis

Raw RNA sequence files from HS and both normal tissues and blood samples were submitted to the ROSALIND^®^ online platform for differential gene expression and pathway analysis (https://rosalind.bio, accessed on 15 November 2024). Data were analyzed using a HyperScale architecture developed by ROSALIND, Inc. (Rosalind, San Diego, CA, USA). Reads were trimmed using cutadapt (v3.7, RRID:SCR_011841). Normalization of raw data, quality control, and functional analysis were also performed using the ROSALIND^®^ platform. Quality scores were assessed using FastQC (v0.11.9, RRID:SCR_014583). Sequencing reads were aligned to the CanFam3.1 canine reference genome using STAR (v2.7.10a, RRID:SCR_004463). Individual sample reads were quantified using HTseq (v2.0.0, RRID:SCR_005514) and normalized via Relative Log Expression (RLE) using the DESeq2 (v1.20, RRID:SCR_015687) R library. Read distribution percentages, heatmaps, and MDS plots were generated using rSeQC (v4.0.0, RRID:SCR_005275) during the QC step. DEseq2 was also used to calculate log2-fold changes (log2FC) and *p*-values. Hypergeometric distribution was used to analyze the enrichment of pathways, gene ontology, domain structure, and other ontologies. The topGO R library was used to determine local similarities and dependencies between GO terms in order to perform Elim pruning [19]. Several database sources were utilized for analysis, including Interpro [20], NCBI [21], mSigDB [22,23], REACTOME [24], and WikiPathways [25]. Genes were considered significantly differentially expressed if they had a log2FC value greater than 1.5 and a false discovery rate with a Benjamini–Yekutieli correction of <0.05. Similarly, for pathway analysis, an adjusted *p* < 0.05 indicated significant alteration of that pathway.

A separate analysis was carried out for the cell lines, which were sequenced as a batch at MSU. RNA sequence files from the three canine HS cell lines and one normal dendritic cell strain were similarly uploaded and processed by the ROSALIND^®^ online platform as described above.

### 2.4. Upstream Regulator Analysis

Differential gene expression data were further analyzed with the use of QIAGEN IPA (v2024.01.20, RRID:SCR_008653, QIAGEN Inc., Hilden, Germany, https://digitalinsights.qiagen.com/IPA, accessed on 15 November 2024). Raw gene expression data was exported from the ROSALIND^®^ platform and imported into IPA for additional and confirmatory pathway analysis and to identify HS-associated upstream regulators. Predicted activation or inhibition of a pathway or regulator was determined by z-score based on gene dataset expression. Pathways or regulators were determined “activated” or “inhibited” using a z-score ≥ |2|. Significance was determined by *p*-value overlap of respective dataset genes [26].

### 2.5. Drug Efficacy Studies

Two aurora kinase inhibitors (AURK-Is), AT9283 and BI847325, were tested alone and in combination with trametinib at multiple doses in three canine HS cell lines (BD, OD, and DH82). The AURK-Is were purchased from Selleck Chemicals LLC (Selleck Chemicals, Houston, TX, USA) and trametinib was purchased from Cayman Chemical (Cayman Chemical, Ann Arbor, MI, USA). All three compounds (AT9283, BI847325, and trametinib) were dissolved in DMSO and stored at −20 °C before use.

### 2.6. Cell Viability Assay

The MTS assay (Promega Corp., Madison, WI, USA) was used to determine the half-maximal inhibitory concentration and IC_50_ values of AT9283 and BI847325 on the BD, OD, and DH82 cell lines. Cells were seeded to a 96-well plate with a concentration of approximately 3000/well. After 24 h, cell culture medium was replaced by complete medium with compounds or vehicle control (0.1% DMSO) for 72 h. The cell viability was analyzed by CellTiter 96 Aqueous Non-Radioactive Cell Proliferation Assay (MTS) and determined by the amount of colored formazan dye produced by live cells. The absorbance of formazan dye was measured at wavelength 490 nm, and IC_50_ values were calculated by PRISM Statistical Software (Graph Pad Software Inc., San Diego, CA, USA, v9.2.0., RRID:SCR_002798). Assays to determine IC_50_ values were run in triplicate.

### 2.7. Combination Index (CI)

Cells were simultaneously incubated with two compounds at a fixed ratio (AT9283: Trametinib = 2:1, 1:1, 1:2, or 1:4; BI847325: Trametinib = 1:1, 1:2, 1:4 or 1:8) for 72 h. The synergistic effects of each pair of drugs were determined via isobologram and combination index (CI) analysis using CompuSyn software (v1.0.1, Combosyn, Paramus, NJ, USA, RRID:SCR_022931). The analysis was adapted from the median-principle methods of Chou and Talalay [27]: results of CI < 1, CI = 1, and CI > 1 indicate synergistic, additive, and antagonistic effects, respectively.

## 3. Results

### 3.1. HS Tumor Gene Expression Results

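RNA was measured in the tumors of 18 BMDs with HS, 15 of them labelled HS and 3 labelled HHS, and in 6 control samples. The controls were blood of 3 BMDs and the liver, lung and spleen of GSDs. Ribosomal and globin RNA were depleted before sequencing. The authors trimmed the reads, aligned them to the CanFam3.1 genome with STAR and counted the reads on each gene with HTSeq. The values used here are these counts for 32704 Ensembl gene identifiers, without normalization or a filter. Between 99701394 and 171815073 reads were counted on genes per tumor, with a median of 140932214, and between 133524755 and 180801439 per control, with a median of 150693769. The paper states its own sequencing depth in read pairs per sample (Section 2.1), and the values here use the counted totals. Counts were normalized by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. The blood controls were sequenced on another flow cell than the tumors and the remaining controls. Flow cell, breed and tissue therefore cannot be told apart among the controls, and flow cell was not entered as a covariate.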

RNA sequencing was performed on 24 samples comprising 18 HS-affected dogs and 6 unaffected controls. MDS analysis showed the appropriate clustering of most samples based on condition and sample source (Figure S1). 

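Distances between libraries were computed in log2 CPM (counts scaled to library size and TMM factor, with a prior count of 2) over the 500 most variable genes. Pairs of blood controls lay 39.8 to 43.8 apart. Pairs of tumors lay 66.4 to 143 apart, with a median of 88.8. The median distance to a tumor was 162.7 from a blood control and 126 from the spleen or lung control, and each of the 18 tumors lay nearer to the spleen and lung controls than to blood. For 17 of the 18 tumors, the nearest library was another tumor. For HS51, a tumor taken from the spleen, it was the spleen control, at a distance of 75.3.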

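The liver control had a median distance of 224 to the remaining controls over the most variable genes, while the other 5 controls had median distances of 135 to 162.6. The ratio of the liver control's distance to the largest of the others was 1.38. It fell to 1.13 when all genes kept by the filter were used in place of the most variable ones. The liver library held 180801439 counts, of which ENSCAFG00000003016, a gene with no name in the tables at hand, took 23124341. This share of 12.8% has a 95% Wilson confidence interval of 12.785% to 12.795%, which covers counting error only. In the other controls, the gene took at most 5.92e-05% of the counts. The TMM factor of the liver control was 0.342, against 0.973 to 1.30 in the other controls.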

One control sample was excluded from further analysis as it was a significant outlier from the other controls. A significance cutoff for gene expression of ±1.5 log2FC and <0.0005 *p*-adjusted value was set to perform differential gene expression analysis. 

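After the filter, 19430 genes were tested in the 18 tumors against the 5 remaining controls. An absolute log2FC above 1.5 was found for 5716 of them. An unadjusted p-value under 0.05 was found for 7718 genes, where chance alone gives 972. After adjustment, 5283 genes had a value under 0.05.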

Significance values were chosen to produce an appropriate number (200–3000) of differentially expressed genes for gene set and pathway analysis based on Qiagen Ingenuity Pathway Analysis recommendations. Under these parameters, 2037 genes (1935 annotated genes) were significantly differential expressed, with 982 upregulated and 953 downregulated (Figure 1). 

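At an absolute log2FC above 1.5 and an adjusted p-value under 0.0005, edgeR's quasi-likelihood test called 539 genes, 168 higher and 371 lower in the tumors. Of all 19430 genes tested, 515, or 2.65%, had no overlap between the tumors and the controls, whereas chance separates 18 tumors from 5 controls in 0.00594% of genes. DESeq2 called 1721 genes on the same counts, 917 higher and 804 lower, and shared 517 with edgeR. On simulated counts of these libraries, DESeq2 recovered 59.6% of the changed genes with 16 false calls, and edgeR 36.2% with 0 false calls. The simulation changed 200 genes, all beyond the log2FC cutoff, while 5283 real genes had an adjusted p-value under 0.05. These figures therefore need not hold for the real counts. A test of each log2FC against 1.5 itself, in place of 0, left 22 genes, and an adjusted p-value under 0.05 gave 3457. The number of calls also depended on the controls. Against the 3 blood controls, 1251 genes were called, and against the spleen and lung controls 222, of which 7 were higher in the tumors. The number called higher was 50, 60 and 68 without blood control 35779, 35780 and 35116, in that order. It was 123 without the lung control and 158 without the spleen control.

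**Figure D1:**
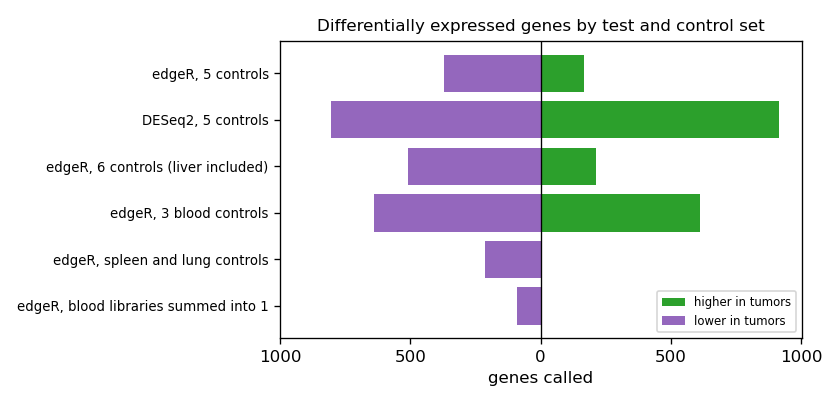
Number of genes called higher (green, to the right) and lower (purple, to the left) in the 18 tumors, by test and by set of controls. The bar for DESeq2 is longer than that for edgeR on the same 5 controls, with 917 against 168 genes called higher. With the blood libraries summed into 1, 94 genes were called.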

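Among called genes with a symbol, a mean of at least 3 log2 CPM and no overlap between tumors and controls, the largest increases were in *SMPDL3A* (ENSCAFG00000001002), *GTSE1* (ENSCAFG00000000782) and *MTFR2* (ENSCAFG00000000244). Of the 539 called genes, 40 had a name and 10 met all these conditions. The ranking therefore leaves out most calls, and unnamed genes may have larger changes. *SMPDL3A* was at 9.95 ± 1.56 log2 CPM (SD, n = 18) in tumors and 4.53 ± 0.46 (SD, n = 5) in controls, a log2FC of 6.07 (standard error 0.96, edgeR quasi-likelihood adjusted p = 1.1e-04). The log2FC was 3.21 for *GTSE1* (standard error 0.47, adjusted p = 5.1e-05) and 2.88 for *MTFR2* (standard error 0.42, adjusted p = 5.7e-05). The largest decreases were in *ITPR3* (ENSCAFG00000001130), *UTRN* (ENSCAFG00000000326) and *CNKSR3* (ENSCAFG00000000562), with log2FC values of -2.63, -2.43 and -2.23 and adjusted p-values of 2.9e-04, 1.7e-05 and 1.3e-04 from edgeR. All 6 genes kept their direction against the spleen and lung controls alone, where none passed the adjusted p-value. In the separate cell line experiment, *SMPDL3A* was at 11.29 log2 CPM in the single library of normal dendritic cells, DC3F9. It was at 9.27 to 10.26 in the HS cell lines, while *GTSE1* and *MTFR2* were above DC3F9 in each line. The tumor controls hold no purified dendritic cells. For *SMPDL3A*, a tumor change therefore cannot be told apart from a difference of cell type. Against the paper's own values for 758 genes, the log2FC of tumors against controls had a Spearman's rho of 0.981 across genes, which are not independent replicates. The paper's values call 71 of these genes, of which 25 were called here with the same direction and 66 by DESeq2.

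**Figure D2:**
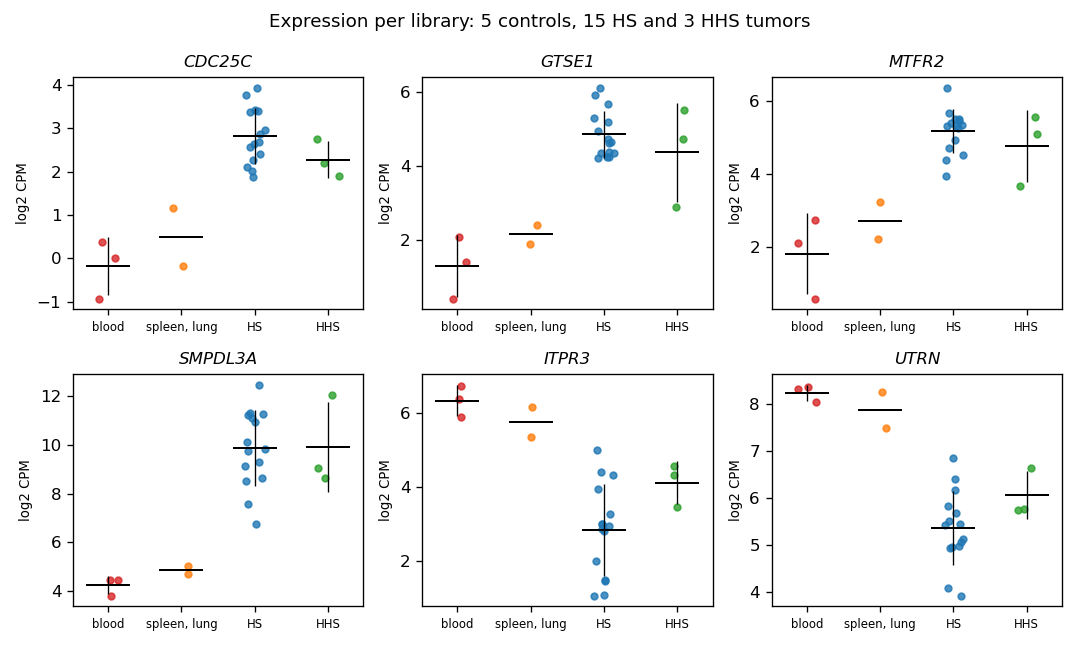
Expression of 6 genes in log2 CPM in each library of 3 blood controls, 2 spleen and lung controls, 15 HS tumors and 3 HHS tumors. Points are libraries, horizontal lines are group means and vertical lines are 1 SD where a group has 3 or more libraries. In each panel, the tumors lie on one side of all 5 controls.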

Differential gene expression data on all samples are presented in Table S2.

To elucidate the biological effects of this differential expression, significant DEGs underwent pathway analysis, utilizing numerous biological datasets and databases. The top significantly altered molecular and biological pathways are listed in Figure 1. Signaling pathways involving cell cycle entry and maintenance were shown to be significantly dysregulated across various gene sets and databases (REACTOME, BioPlanet, WikiPathways). 

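The database gene sets were not used here, because the supplementary tables at hand pair 1117 of the 32704 identifiers with a name. From these names, 28 genes with a role in the cell cycle were picked by hand. Their median log2FC in tumors against controls was 0.52, above that of 97.62% of 10000 random lists of named genes matched on expression. Of the 28 genes, 23 had a positive log2FC, from -1.81 for *CDC14B* to 3.21 for *GTSE1*. With adjustment over the list alone, 12 genes were higher and 2 lower at an adjusted p-value under 0.05. The cutoffs of the tumor comparison were passed by 4 of the 28 genes with an increase, *CDC25C*, *GTSE1*, *KIFC1* and *RECQL4*, and by 4 of the other 970 named genes (one-sided Fisher's exact test, p = 3.2e-05). This test counts genes of the same libraries as independent units, so its p-value does not measure variation between dogs. The paper also lists *CDC25C* from its own calls on these data. Against the spleen and lung controls alone, the median of the list was 0.45 at percentile 92.86, and against blood alone it was 0.68 at percentile 87.1. From the enrichment of its DEGs in gene sets of several databases, the paper concludes that cell cycle entry and maintenance are dysregulated in HS.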

Gene set analysis utilizing the Pathway Interaction Database identified the significant alteration of specific pathways related to PLK1 signaling events, the E2F transcription factor network, aurora B signaling, and the FOXM1 transcription factor network.

Within the FOXM1 pathway, dysregulation is characterized by the overexpression of multiple important cyclins and cyclin-dependent kinases (Figure 2A). 

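Of the 12 genes the paper lists for this pathway, the supplementary tables at hand name 1, the cyclin-dependent kinase gene *CDK4* (ENSCAFG00000000280). *CDK4* was at 7.55 ± 0.62 log2 CPM (SD, n = 18) in tumors and 5.86 ± 0.77 (SD, n = 5) in controls. Its log2FC was 1.67 (standard error 0.38), and its adjusted p of 0.00251 from edgeR's quasi-likelihood test did not pass 0.0005. Under DESeq2 it passed with a log2FC of 1.60 and an adjusted p of 4.7e-05, and over all 15 alternatives the adjusted p ranged from 4.7e-05 to 0.229. The ranges of tumors and controls overlapped.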

Notably, the *FOXM1* gene was highly upregulated (3.39 log2FC). The aurora B signaling pathway exhibited 16 differentially expressed genes, with 15 upregulated and 1 downregulated (Figure 2B). The aurora kinase coding genes *AURKA* and *AURKB* showed overexpression, with AURKB chromosomal passenger complex (CPC)-associated genes (*CDCA8* and *INCENP*) also being significantly upregulated. Significant genes in the PLK1 signaling pathway are presented in Figure 2C, indicating the additional upregulation of the pathway.

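In this list of 23 genes, the tables at hand name *CDC25C* (ENSCAFG00000001220), which encodes a phosphatase of mitotic entry, and *FBXO5* (ENSCAFG00000000547), which encodes an inhibitor of the anaphase-promoting complex. *CDC25C* was at 2.81 ± 0.64 log2 CPM (SD, n = 18) in tumors and 0.13 ± 0.76 (SD, n = 5) in controls, and every tumor was above every control. Its log2FC was 2.66 (standard error 0.44, edgeR quasi-likelihood adjusted p = 1.9e-04), and it was 2.22 against the spleen and lung controls alone, where the adjusted p did not pass 0.0005. The result for *CDC25C* stayed the same in 9 of 15 alternatives, over which the adjusted p ranged from 9.4e-12 to 0.0337. *FBXO5* was at 4.03 ± 0.58 log2 CPM in tumors and 2.47 ± 0.65 in controls. Its log2FC of 1.57 (standard error 0.35, edgeR adjusted p = 0.0021) did not pass the adjusted p-value, and with DESeq2 its log2FC of 1.49 lay under 1.5.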

To better characterize the pathway and regulator effects of the differential gene expression data, the IPA software (v2024.01.20) package was utilized (Qiagen Inc., Hilden, Germany). The analysis of gene expression through IPA identified numerous dysregulated signaling pathways (Table S3). Signaling pathways related to multiple stages of the cell cycle and mitosis, notably in metaphase and anaphase, are predicted to be activated in the HS-affected samples. Additionally, pathways involved in breast cancer regulation and S100 signaling are predicted to be inhibited or downregulated.

Upstream regulator analysis revealed numerous significantly altered molecular interactions (Table S4). The top regulators and their predicted state are detailed in Figure 3. Notably, anti-proliferative and apoptotic transcription factors such as, TP53, TP73, CDKN2A, and RB1 were predicted to be significantly inhibited. Conversely, proliferative, anti-apoptotic, and pro-cell-cycle factors such as FOXM1, MYC, TBX3, CEBPB, and E2F1 were predicted to be activated. 

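The expression of *MYC* (ENSCAFG00000001086) itself did not differ between tumors and controls beyond the spread of the samples. It was at 5.97 ± 0.65 log2 CPM (SD, n = 18) in tumors and 5.85 ± 1.16 (SD, n = 5) in controls, a log2FC of -0.03 (standard error 0.35, edgeR quasi-likelihood adjusted p = 0.963). The direction depended on the controls, with a log2FC of -0.45 against blood and 1.02 against the spleen and lung controls.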

The predicted activation of the oncogene KRAS, which is an upstream activator of the MAPK signaling pathway, and the predicted inhibition of PTEN, which activates PI3K/Akt signaling, were also observed.

The pathway analysis of the differential expression data also identified the inhibition of numerous drug/chemical pathways. Unsurprisingly, the chemical pathways of FOXM1 and mTOR inhibitors, NB73 and torkinib, respectively, were predicted to be inhibited. In addition, genes targeted by the drug l-asparaginase were predicted to be inhibited.

### 3.2. ROSALIND HS Cell Line Gene Expression Results

RNA sequencing was performed on three canine HS cell lines and one canine normal cell strain, and differential expression analysis was conducted to compare the three affected cell lines with the normal one. 

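The cell line experiment comprised 1 library each of the HS cell lines BD and OD, derived from BMDs, and PJ, derived from a Rottweiler, and 1 library of DC3F9, dendritic cells grown from blood monocytes of a mongrel dog. By the paper's methods, libraries were made with an mRNA kit, while the sample labels name the total RNA kit of the tumors. This conflict is not resolved here. The authors processed the libraries apart from the tumors with the same trimming, alignment and counting steps. The counts per library were 117985717 in BD, 131518875 in OD, 97419529 in PJ and 82007857 in DC3F9. These counted totals are used here, and the paper's methods (Section 2.2) give another depth per sample. The 3 cell lines were treated as replicates of each other. The spread in the test therefore comes from lines of different dogs, and the difference from DC3F9 rests on a single control library.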

A significance cutoff for a gene expression of ±1.5 log2FC and <0.05 *p*-adjusted value was set, with the aim of identifying 200–3000 genes for gene set and pathway analysis. Under these parameters, 1045 genes (987 annotated genes) were significantly differentially expressed, with 565 being upregulated and 422 downregulated (Figure S2). 

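After the low-count filter, 18121 genes were tested, and 6384 of them had an absolute log2FC above 1.5. The quasi-likelihood test called 0 genes at an adjusted p-value under 0.05, the smallest being 0.0539. An unadjusted p-value under 0.05 was found for 2788 genes, where 906 are given by chance. All 3 lines lay on the same side of DC3F9 in 11491 genes, or 63.4%, against 50% by chance. DESeq2 moved this count most among the tests of the same genes, with 1796 genes called, 1046 higher and 750 lower. On simulated counts with 190 changed genes tested, DESeq2 recovered 76 of them with 220 false calls, and edgeR recovered 3 with 2 false calls. These figures need not hold for the real counts.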

Full gene expression data for this comparison are detailed in Table S5.

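For 1010 genes with a value of the paper at hand, the log2FC computed here and the paper's had a Spearman's rho of 0.997 across genes, with a median absolute difference of 0.05. The paper's values call 79 of these genes, of which DESeq2 called 76 with the same direction.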

The top significantly altered molecular and biological pathways are listed in Table S6. Similar to the HS tumor sequencing results, pathways involving DNA synthesis, replication, and cell cycle phases were shown to be significantly dysregulated across gene set databases. 

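The 28 cell cycle genes picked for the tumors had a median log2FC of 1.56 in the cell lines against DC3F9, above that of all 10000 random lists. With each cell line left out in turn, the median stayed between 1.44 and 1.64. This varies the lines and not the single DC3F9 library. The lines were taken from growing cultures, while DC3F9 was differentiated from blood monocytes. A change of HS therefore cannot be told apart here from a difference in growth. A positive log2FC was found for 23 of the 28 genes, up to 5.28 for *KIF20A* (standard error 0.65). With adjustment over all genes, 0 of the 28 had an adjusted p-value under 0.05, while 14 were higher at an unadjusted p-value under 0.05 and 12 at a value adjusted over the list alone. *CDC14B* had the lowest log2FC of the list, -1.32 (standard error 0.69).

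**Figure D3:**
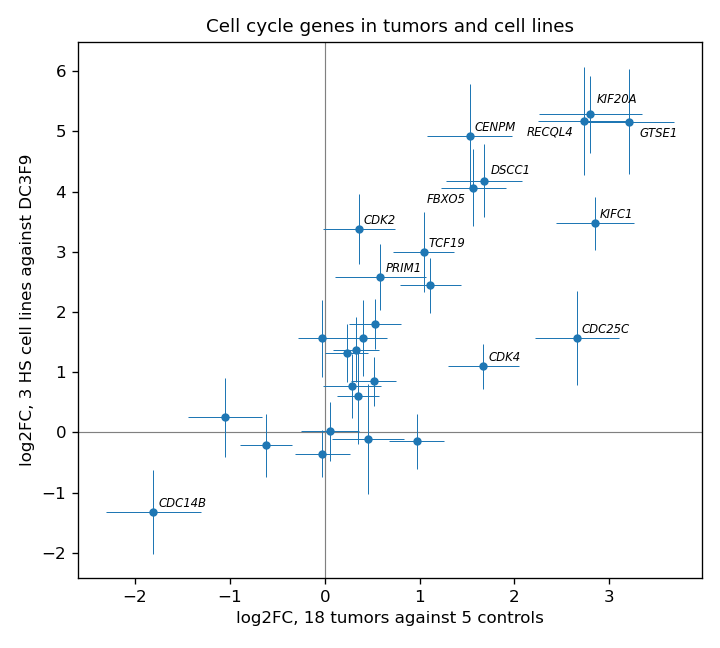
Log2FC of the 28 cell cycle genes in 18 tumors against 5 controls (horizontal axis) and in 3 HS cell lines against DC3F9 (vertical axis). Points are genes, bars are standard errors, and genes far from 0 are named. On each axis, 23 of the 28 genes lie above 0.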

The significant dysregulation of pathways involving PLK1 signaling, the E2F transcription factor network, aurora B signaling, and the FOXM1 transcription factor network was similarly seen in these cell line data. 

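Of the named members of these pathways, *FBXO5* was at 5.47 ± 0.36 log2 CPM (SD, n = 3) in the cell lines and 1.44 in DC3F9, a log2FC of 4.07 (standard error 0.64, edgeR quasi-likelihood adjusted p = 0.108). DESeq2 called it with an adjusted p of 1.7e-08, the lowest of its 9 alternatives, which reached 0.110. The log2FC was 1.10 for *CDK4* (standard error 0.38) and 1.57 for *CDC25C* (standard error 0.78), with adjusted p-values of 0.287 and 0.416 from edgeR. *MYC* had a log2FC of 1.86 (standard error 0.47, edgeR adjusted p = 0.204). It also passed the cutoffs with DESeq2, with a log2FC of 1.82 and an adjusted p of 0.0245, the lowest of its 9 alternatives, which reached 0.204. All 3 lines were above DC3F9 for each of these 4 genes.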

Additionally, aurora A signaling was found to be significantly dysregulated, with all significant dysregulated genes being overexpressed. Gene ontology enrichment analysis also revealed the significant upregulation of genes within the “chromatin remodeling at centromere” gene set. Of note was the fact that both the gene *CENPA* and its co-localization factor *HJURP* were highly overexpressed (4.72 and 5.29 log2FC, respectively) (Table S6).

### 3.3. HS vs. HHS Differential Gene Expression

Among the 18 HS case samples, 3 are from dogs diagnosed with the hemophagocytic histiocytic sarcoma (HHS) subtype of HS. 

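The HHS tumors were HS41, taken from a lymph node, HS46, from the liver, and HS53, from the lung, with 134634569, 171712524 and 140231471 counts. The 15 tumors labelled HS had a median of 141632958 counts. Table S7 of the paper lists 14 HS tumors. It leaves out HS37, a tumor of the thorax, and the paper gives no reason. Each subtype was compared with the same 5 controls, so the 2 comparisons are not independent of each other.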

In analyzing samples from each subtype compared to unaffected controls, we found that, while individual gene expression varied, the molecular pathways identified as significantly dysregulated were the same between HS and HHS. 

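In the 14 HS tumors of the paper against the controls, 3021 of 19038 genes were called at an adjusted p-value under 0.05, 1266 higher and 1755 lower. With HS37 added, 3248 genes were called, of which 2965 were shared. In the 3 HHS tumors, 25 of 18643 genes were called, 23 higher and 2 lower, and 3775 genes had an unadjusted p-value under 0.05. The values of the HHS tumors and the controls were fully apart in all 25 of these genes and in 14.5% of all tested genes, where chance gives 3.57%. Over the alternatives, the HHS count ranged from 0 to 3608 genes, the latter against blood alone. It was 0 with the Benjamini-Yekutieli adjustment, with a test against the log2FC of 1.5 itself, without any single one of 4 of the 5 controls and without HS41, with 1463 to 3956 genes at an unadjusted p-value under 0.05. Of the 25 genes, 24 were also called in HS. Of the 2837 HS calls tested in HHS, 2825 had the same direction there, and the log2FC of the 2 subtypes had a Spearman's rho of 0.827 across 18185 genes. The shared 5 controls raise these values even without a common change of the tumors. How far the subtypes change alike therefore cannot be read from them. From the overlap of the enriched pathways, the paper concludes that the same pathways are dysregulated in HS and HHS.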

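In the HS tumors of Table S7, the median log2FC of the 28 named cell cycle genes was 0.51, at percentile 98.23 of the random lists. The cutoffs were passed with an increase by 9 of the 28 genes and by 59 of the other 961 named genes (one-sided Fisher's exact test, p = 4.9e-05). *CDK4*, *CDC25C* and *FBXO5* are among the 9, and the paper lists them from its own calls on these data. The test also counts genes as independent units, so it is no independent support. *GTSE1* and *KIFC1* (ENSCAFG00000000987) rose most among the 9, with log2FC values of 3.09 (standard error 0.40) and 2.85 (standard error 0.37) and adjusted p-values of 1.0e-04 each from edgeR's quasi-likelihood test. Against blood alone the HS median was at percentile 90.34, and against the spleen and lung controls at 92.47. In the HHS tumors, the median of the list was 0.37, at percentile 97.35, and 21 of the 28 genes had a positive log2FC. It was at percentile 84.12 against blood alone and 91.85 against the spleen and lung controls. At the cutoffs, 0 of the 28 genes were called in HHS, while 10 were higher and 1 lower at an unadjusted p-value under 0.05, and 7 were higher with adjustment over the list alone. In HHS against HS directly, the median of the list was -0.23, at percentile 9.74, and 7 of the 28 genes had a positive log2FC. The percentile ranged from 1.08 (tumors from liver or lung only) to 40.16 (without HS46) over the alternatives.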

In both analyses, molecular pathways related to cell cycle signaling, DNA replication, and stage of mitosis, including the spindle formation, resolution, and separation of sister chromatids, were all significantly upregulated (Tables S7 and S8). Additionally, the AURKB and PLK1 signaling pathways were upregulated. 

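None of the genes the paper lists for the AURKB pathway has a name in the tables at hand. From the PLK1 list, *CDC25C* had a log2FC of 2.61 (standard error 0.43, edgeR quasi-likelihood adjusted p = 5.2e-04) in HS and 2.06 (standard error 0.58, adjusted p = 0.131) in HHS. In both subtypes every tumor was above every control. *FBXO5* had a log2FC of 1.52 (standard error 0.36, edgeR adjusted p = 0.00539) in HS and 1.32 (standard error 0.49, adjusted p = 0.196) in HHS. Over 18 alternatives, its log2FC in HHS ranged from 1.13 to 1.61 and its adjusted p from 0.0469 to 0.426. In HS37, *CDC25C* was at 3.94 log2 CPM and *FBXO5* at 4.56 log2 CPM, and with this tumor added the HS log2FC became 2.71 and 1.56. DESeq2 called *CDC25C* in HHS with a log2FC of 2.09 and an adjusted p of 0.00253, and over 18 alternatives the adjusted p ranged from 0.00253 to 0.342.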

FOXM1 signaling was upregulated, but significance was not reached.

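From the FOXM1 list, *CDK4* was at 7.58 ± 0.60 log2 CPM (SD, n = 14) in HS, 7.13 ± 0.28 (SD, n = 3) in HHS and 5.88 ± 0.78 (SD, n = 5) in the controls of the HS comparison. Its log2FC was 1.66 in HS (standard error 0.38, edgeR quasi-likelihood adjusted p = 0.00459) and 1.05 in HHS (standard error 0.43, adjusted p = 0.228). Over 18 alternatives, the log2FC in HHS ranged from 0.45 to 1.73 and its adjusted p from 0.0145 to 0.596. HS37 was at 8.40 log2 CPM, and the log2FC in HS with this tumor was 1.72. In HS against the spleen and lung controls alone, the log2FC was 1.05 and no longer passed the adjusted p-value.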

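In the direct comparison of 3 HHS tumors with 15 HS tumors, 19853 genes were tested and 0 passed the cutoffs, with a smallest adjusted p-value of 0.211 from edgeR's quasi-likelihood test. An unadjusted p-value under 0.05 was found for 797 genes, where chance gives 993. DESeq2 called 1 gene. On simulated counts of these 18 libraries, edgeR recovered 46.4% of the changed genes with 2 false calls and DESeq2 62.5% with 138. DESeq2's 1 call on the real counts is far from these, so the simulated figures need not hold for the real libraries. Of 22 genes of cholesterol biosynthesis, the tables at hand name *SQLE* (ENSCAFG00000001056) and *ACAT2* (ENSCAFG00000000720). *SQLE* was at 3.07 ± 1.06 log2 CPM (SD, n = 3) in HHS and 4.24 ± 1.22 (SD, n = 15) in HS, a log2FC of -1.39 (standard error 0.76, edgeR adjusted p = 0.943). *ACAT2* had a log2FC of -0.62 (standard error 0.34, edgeR adjusted p = 0.943). Against the controls, the log2FC in HHS was -0.58 (standard error 0.53) for *SQLE* and 0.51 (standard error 0.35) for *ACAT2*, with adjusted p-values of 0.571 and 0.446 from edgeR. For *ACAT2* it was -0.51 with the liver control included. For *SQLE* it ranged from -2.97 to -0.18 over 18 alternatives, with adjusted p-values of 0.366 to 0.875.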

A direct comparison of HS and HHS gene expression profiles yielded numerous differentially expressed genes; however, pathway analysis revealed only one significantly altered cellular signaling pathway relating to cholesterol biosynthesis, which was significantly downregulated in HHS samples compared to HS-only samples and to HS controls.

### 3.4. Transcriptome Comparison of HS Cases with PTPN11 Variant vs. Without PTPN11 Variant

As our previous work has shown that activating mutations in PTPN11 drives MAPK/Ras pathway signaling in HS [7,8], we compared the transcriptome of BMD samples with and without PTPN11 mutations. Of the 18 HS tumor samples, 14 contained PTPN11 activating mutations, and four dogs had no PTPN11 variant. In comparing the gene expression of each group to control dogs, cell cycle activity was predicted to be significantly upregulated, and similar molecular signaling pathways, such as FOXM1, AURKB, PLK1, and E2F, were found to be significantly upregulated (Table S9). In a direct comparison of expression between samples with and without PTPN11 mutations, we identified 275 differentially expressed genes (Table S10). Of note was the fact that the telomerase reverse transcriptase (TERT) gene was differentially expressed (6.41 log2FC), with upregulation in the wild-type PTPN11 tumor samples.

### 3.5. Differential Expression of Immune Checkpoint Genes

Recent immune checkpoint inhibition studies suggest a promising avenue of treatment for numerous cancers and tumor types [28]. Checkpoint inhibitors may also be promising drugs for treating HS, as suggested by the differential expression of numerous immune checkpoints, including CD274 (PDL1) and PDCD1LG2 (PDL2) (Table 1), in this study. Also, while not differentially expressed, the important immune checkpoints PDCD1 (PD1) and CTLA4 were present in all tumor samples.

### 3.6. Effect of AURK Inhibitors

Because of the observation that the AURKB pathway was upregulated in HS samples, we tested the effect of aurora kinase inhibitors (AURK-Is) on HS cell lines. Two AURK-Is, AT9283 and BI847325, were tested in three canine HS cell lines using an MTS assay. As shown in Table 2, the resulting IC_50_ values ranged from 117.5 to 285.7 nM when treated with AT9283. The application of BI847325 resulted in IC_50_ values ranging from 19.7 to 31.4 nM. The Cmax values for each compound are also presented in Table 2, as determined by previous studies [29,30].

Previously, we showed that the MEK inhibitor trametinib is effective in inhibiting the growth of HS tumor cells both in vivo and in vitro [10,11]. We tested the therapeutic potential of a combined treatment of AT9283 and BI847325 with trametinib. Figure 4 shows the results of combination assays testing different ratio combinations trametinib with AT9283 (Figure 4A) and BI847325 (Figure 4B). Both drug combinations exhibit good pharmacokinetic synergy, with the combination index (CI) being less than one across all cell lines at most of the ratios tested (Figure S3). Full combination assay data are presented in Table S11.

## 4. Discussion

This study provides an extensive exploration of transcriptomic changes in canine HS, especially for HS in BMDs. The transcriptome analysis of 18 HS tissues from BMDs underlines the importance of cell cycle activation in HS, notably in the significant upregulation of molecular pathways involving the *FOXM1*, *AURKB*, *PLK1*, and *E2F* genes. The upregulation of the cell cycle is a hallmark of almost all cancers; however, our data point to these four majors signaling pathways as specifically relating to canine HS. These pathways are similarly dysregulated in the three hemophagocytic HS cases tested, and the analysis of samples with and without a *PTPN11* mutation likewise identified the upregulation of the same four molecular signaling pathways. Additionally, our transcriptomic analysis of the HS cell lines is consistent with that of HS tissues, validating their appropriateness for further studies, especially for drug discovery. 

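Across 17120 genes tested in both, the log2FC of the cell lines against DC3F9 and of the tumors against the controls had a Spearman's rho of 0.145. It was 0.160 for BD, 0.136 for OD and 0.160 for PJ alone, while pairs of cell lines had values of 0.660 to 0.739 against the shared DC3F9 library. That shared library raises the values of the pairs, so they are no benchmark for the values with the tumors. Genes are not independent replicates, so no p-value is given. The log2FC values also have unlike baselines, dendritic cells for the lines and blood, spleen and lung for the tumors. By the paper's methods the library kits differed too. A low rho therefore cannot show that the lines and the tumors differ in expression. Of the genes called in the tumors, 487 were tested in the cell lines, and 315 of them, or 64.7%, had the same direction there. The share was 137 of 168 for genes higher in the tumors and 178 of 319 for lower ones. With the spleen and lung controls alone, rho was 0.0723, and 59 of 152 called genes had the same direction, 7 of 7 higher and 52 of 145 lower ones. With blood controls alone, rho was 0.225, with 699 of 1086 in the same direction, and with at least 10 counts in every sample it was 0.163, with 309 of 469. From the results in both kinds of sample, the paper concludes that the cell lines are appropriate for further studies.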

We also show, for the first time, that aurora kinase inhibitors are effective in inhibiting the growth of HS cells in vitro, identifying *AURKB* as a potential molecular target in the treatment of HS.

While HS is very rare in humans, the study of Egan et al. profiled the transcriptome of 21 archived primary HS human cases and identified gene set associations relating to the increased activity of cell cycle processes and cellular proliferative pathways [31]. The transcriptional analysis of canine HS, to date, has been limited to targeted sequencing and/or comparisons between only a few samples from multiple breeds [3,6,9,15,16]. However, due to its higher prevalence in dogs than humans, there is an opportunity for larger-scale cohort studies and clinical trials in canines. Utilizing targeted RNA sequencing, a study by Kennedy et al. showed evidence of disruption in DNA replication, repair, and cell cycle/checkpoint regulation processes in canine HS [15]. In a study by Asada et al., the transcriptomic analysis of five canine HS cases across multiple breeds confirmed the importance of ERK and AKT dysregulation in canine HS [16]. Further, in both human [9,31,32,33] and canine [3,7,9,10] HS, special emphasis has been given to the MAPK pathway, with multiple lines of evidence showing pathway upregulation. In humans, some cases of HS develop through trans-differentiation from other types of leukemia and lymphoma, often carrying BRAF^V600E^ mutations, which are rarely seen in canine HS cases [34,35].

Our previous work has shown the phosphorylation of ERK in HS tumor cells, implying the activation of the MAPK pathway in disease [10]. Additionally, in the HS cell line DH82, which is characterized by a PTEN loss, AKT phosphorylation is observed, indicating the activation of the PI3K/Akt pathway [10]. The identification of driver mutations in PTPN11 and KRAS further implicates the dysregulation of both MAPK and PI3K/Akt signaling [7,16]. We showed previously that the inhibition of MAPK signaling by the MEK inhibitor trametinib is a promising avenue of therapy in cell lines and mouse models of canine HS [10,11]. A phase I trial has been successfully completed [12] and a phase II trial is in progress. Yet, it is likely that multiple avenues of treatment will be needed, as our current understanding of HS indicates the involvement of numerous signaling pathways. Additionally, cases of histiocytic neoplasms often are refractory and develop resistance to small-molecule inhibitors [36,37]. The route and efficacy of treatment may also be further influenced by the presence of patient-specific somatic mutations [38].

The targeted RNA sequencing of canine histiocytic malignancies across dog breeds has demonstrated the upregulation of genes involved in double-stranded DNA damage response and mitotic spindle complex assembly (including *AURKA* and *AURKB*), implicating the dysregulation of mitosis in the progression of HS [15]. The current HS transcriptome data support these findings and highlight numerous tumor-associated genes and signaling pathways, adding clarity to the transcriptional profile of HS. In addition, the transcriptome of the three canine HS cell lines analyzed here supports the dysregulation of the same affected signaling pathways (Table S6).

Our data identified the overexpression of key genes related to the mitotic process, thus supporting the dysregulation of the cell cycle as a key driver of HS progression. These include the overexpression of *PLK1*, *AURKB*, *BIRC5* (survivin, 1.23 log2FC), and certain *CENP* isoforms, suggesting that HS tumor cells undergo unrestrained mitosis. A key effector of many of these genes and of the cell cycle is FOXM1. Importantly, FOXM1 is involved in regulating several genes critical to the segregation of chromosomes and cytokinesis at the end of mitosis [39,40,41]. In this study, we find that the overexpression of the FOXM1 gene by a 3.5 log2FC in the HS tumor samples occurs in parallel with an increase in the expression of numerous cell-cycle- and mitosis-associated transcription targets of FOXM1. FOXM1, having a wide range of interactions, also participates in a positive feedback loop utilizing the RAS/MAPK pathway [42]. As FOXM1 is also a key component of cell division and replication, its overexpression is observed in many cancer types [43,44,45,46]. However, because FOXM1 is a transcription factor with wide-ranging targets and is primarily located in the nucleosome, it has not been a successful drug target. However, our upstream regulator analysis identified the drug interaction pathway of the FOXM1 inhibitor NB73 as significantly inhibited, thus suggesting a new route for treatment. Indeed, NB73 has been shown to be effective in inhibiting FOXM1 in myeloma cells in both cell culture and a xenograft mouse model [47].

As seen in Table S3, one of the other top pathways associated with HS is AURKB. The aurora kinase family of genes has three paralogs in humans that are conserved in dogs: aurora kinases A, B, and C (AURKA, AURKB, AURKC) [48,49,50]. The aurora kinases function as protein kinases involved in the progression of the cell cycle [50]. AURKB, specifically, is a regulatory target of FOXM1 and is a main driver of both mitotic metaphase and anaphase [51,52,53], specifically forming a chromosome–passenger complex (CPC) with INCENP, survivin, and borealin, and performs a key role in regulating several processes such as chromosome segregation, cytokinesis, protein localization to the centromere, microtubule–kinetochore attachment, and the regulation of the mitotic checkpoint [54,55,56,57]. In our expression data, AURKB signaling is significantly upregulated in HS samples. Transcriptionally, BIRC5, CDCA8, INCENP, AURKA, and AURKB are also upregulated (Table S2). The overexpression of AURKB has been shown to cause aneuploidy and chromosome instability in vitro in various cancer types [58,59].

In addition to increased activity of mitotic processes, the dysregulation of cell cycle checkpoints was observed, with the DEG analysis revealing the increased gene expression of major cell cycle regulation targets of FOXM1, such as CCNB2, CDC25A, and PLK1 (Table S2). PLK1 also interacts with FOXM1 in a PLK-dependent phosphorylation of FOXM1 that creates a positive feedback loop, increasing the transcriptional activity of FOXM1 and of PLK1 itself [41]. The serine/threonine protein kinase, CDK1, was also found to be upregulated (2.8 log2FC). CDK1 is essential to the FOXM1-PLK interaction by phosphorylating FOXM1, thus facilitating interaction with PLK1 [41]. PLK1 also has a key mitotic interaction with the protein survivin (BIRC5), which, as described previously, forms part of the mitotic CPC and is essential to AURKB signaling and mitotic progression [57,60]. Multiple small molecules targeting CDK1 are under development [61].

The data presented here show that, in addition to FOXM1, targeting AURKB and PLK1 may curb the increased cell proliferative activity of cancer cells. Both proteins have been previously targeted in human cancers, with multiple AURKB and PLK1 inhibitors gaining FDA approval [62,63,64,65,66]. However, AURKB and PLK1 inhibition has not yet been tested in the treatment of human or canine HS. In this study, we tested the efficacy of two aurora kinase inhibitors (AURK-Is) in three canine HS cell lines in combination with the MEK inhibitor, trametinib. As noted in Table 2, the IC_50_ values of both tested AURK-Is fall below the maximum achievable plasma concentration (Cmax) reported values of 3356 nM and 500 nM for AT9283 [29] and BI847325 [30], respectively. This finding strongly supports the feasibility of further studies to study the efficacy of these drugs in the clinic. Further, we demonstrate that the tested AURK-Is show synergistic effects with trametinib in cell lines (Figure S3). Notably, the drug AT9283 was brought to clinical trial for the treatment of acute leukemia in humans, but was terminated early due to limitations with poor recruitment and significant clinical adverse effects [67]. Our upstream regulator analysis also identified the AURK-I Tozasertib as a potentially effective inhibitor of HS cell growth and proliferation.

In a recent study, we showed that variant profiles in the PTPN11 and KRAS genes of HHS-affected dogs is similar to that observed in HS samples, suggesting the dysregulation of common signaling pathways in both cancer types [8]. Gene expression data from this study support this view. While HHS has a slightly different cell lineage than HS, these data demonstrate that HS and HHS can be approached with similar treatments.

One significantly differentially expressed gene between the canine HS tumors with and without PTPN11 mutations was TERT. The upregulation of TERT may be a key driver of tumorigenesis in HS without PTPN11 mutations. TERT overexpression has been experimentally shown to be essential to the immortalization and malignant transformation of cells, and multiple mechanisms, primarily epigenetic changes, are proposed to alter its expression [68]. Several strategies are in development to inhibit TERT function, ranging from small molecules to vaccines, as reviewed by Waksal et al. [69].

Numerous inhibitory immune checkpoint genes are differentially expressed, as shown in Table 1; but, importantly, all of the genes are constitutively expressed in all tumor samples, strongly suggesting that immune checkpoint inhibitors may be effective in HS treatment, including anti-PD1, anti-CTLA4, and anti-Lag3. Specifically, PD1 is significantly overexpressed. PDCD1 expression in canine HS has also been reported by Lenz et al. [70]. Additionally, a canine anti-PD1 antibody (Gilvetmab) is now commercially available [71]. In addition, those targeting CTLA4 [72] and LAG3 [73] are under development. Future studies with immune checkpoint inhibition alone and in combination with small molecules like trametinib are warranted.

Genome-wide association studies have identified a locus near the tumor suppressor CDKN2A to be associated with susceptibility to HS in BMD [5]. However, the same study has shown the relative increased expression of CDKN2A in histiocytes from HS cases, indicating that it is not necessarily through loss or the decreased expression of CDKN2A that this pathway is altered or suppressed in susceptible dogs. In the current study, CDKN2A expression is similar between HS and normal tissues. But, the pathway analysis points to the significant downregulation of the CDKN2A pathway. In human HS, the loss of CDKN2A is among the most frequently observed changes in tumors, with one study reporting a loss in 50% of the 28 cases accumulated over an 18-year period [33].

Other upstream regulators predicted to be significantly activated include KRAS and MYC, both important proliferative signals. While only a few cases of HS have been shown to carry KRAS mutations, the activity of this pathway is clearly important across HS tumors [31,32,33]. Our data also reveal the predicted inhibition of the regulators *CDKN2A/B*, *RB1*, and *PTEN*, which have been shown to be significantly dysregulated, often with copy loss or deletion, in numerous canine HS cases [4,15].

## 5. Conclusions

Histiocytic sarcoma is a highly aggressive cancer with limited therapeutic options. The current study reveals a far more complete portrait of HS cancers than reported previously. Both pathways and genes of relevance are revealed, suggesting not only avenues for further study as it pertains to clinical care, but also providing a foundation for further cancer cell biology studies. The fact that many of the same genes and pathways are implicated in human and canine cancers highlights the importance of studying spontaneous cancers in dogs for purposes of basic discovery and evaluation of new therapies. Numerous dysregulated signaling pathways that are candidates for therapeutic intervention have now been identified, including for HS case that lack driver mutations in the MAPK pathway. We demonstrate the synergism of aurora kinase inhibition with the MAPK pathway inhibitor trametinib in curtailing HS cell growth. Additionally, cancers in pet dogs allow for the evaluation of immunomodulatory approaches to cancer treatment, as they have an intact immune system. Although further studies are needed, we are now in an era where we can pursue multiple options for the development of rational treatments for canine HS, which has, so far, been intractable, and which, in turn, can inform translational studies for humans.

## Figures and Tables

**Figure 1:**
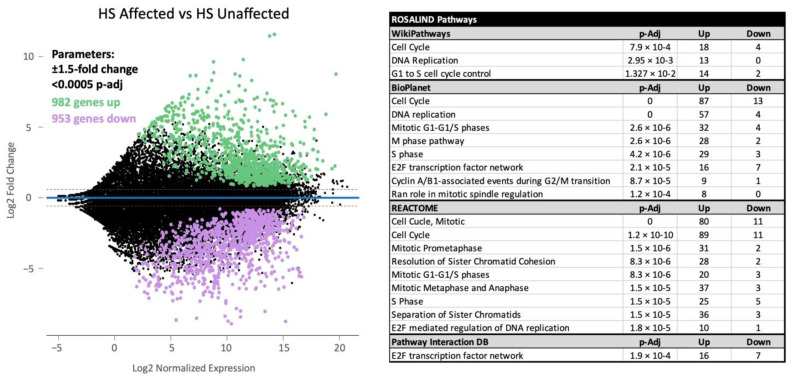
A minus-average (MA) plot and significantly altered pathways for RNA sequence analysis of 18 HS (histiocytic sarcoma)-affected tumors against five normal samples. The analysis yielded 1935 differentially expressed genes (annotated) under parameters of ±1.5 expression log2-fold change (log2FC) and a *p*-adjusted value less than 0.0005, indicated by the dashed lines.Pathway analysis using the ROSALIND^®^ platform identified the significant upregulation of signaling pathways related to the mitotic process.

**Figure 2:**
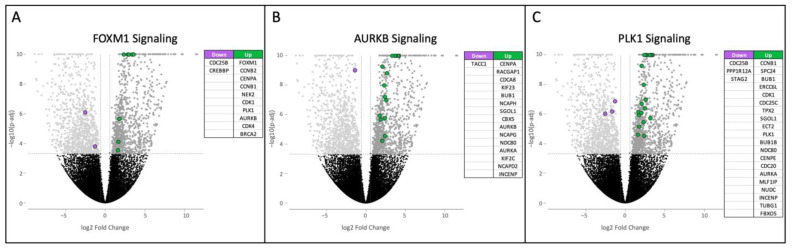
Volcano plots of significantly differentially expressed genes in the (**A**) AURKB, (**B**) FOXM1, and (**C**) PLK Pathway Interaction Database gene sets generated from RNA-Seqanalysis of HS tumors. Upregulation of the three pathways is seen in HS tumor samples compared to normal controls. Gene expression is reported as log2FC and significance is reported as log10 *p*-adjusted value. Significance is achieved with ±1.5 log2FC and a *p*-adjusted value less than 0.0005, shown by the dashed line Upregulated and downregulated genes are colored green and purple, respectively.

**Figure 3:**
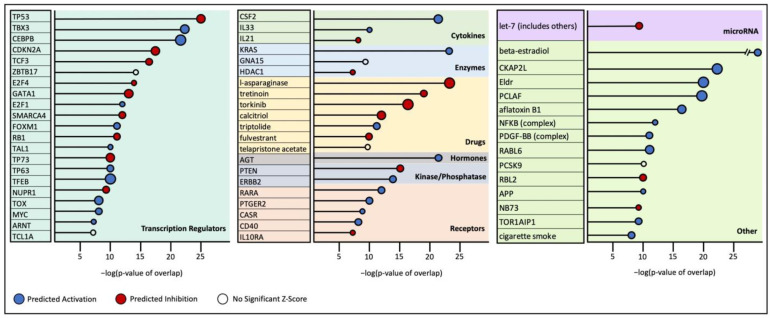
Ingenuity Pathway Analysis predicted activity of upstream regulators in HS tumor samples. Predicted activation (blue) or inhibition (red) of a regulator is determined by a calculated Z-score. Z-score magnitude is depicted in the figure as circles of increasing size. Significance is presented in the log10 transformation of the *p*-value of overlap, comparing dataset genes to genes that are regulated by a particular transcription regulator. Predicted inhibition of the tumor suppressor genes TP53, CDKN2A, RB1, and PTEN is seen in our HS tumor samples.

**Figure 4:**
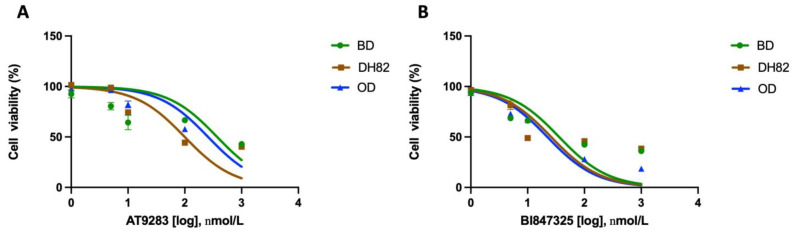
(**A**,**B**) depict the cell viability curves for the HS cell lines BD, OD, and DH82 when treated with the aurora kinase inhibitors AT9283, BI847325, respectively. IC_50_ values for both inhibitors fall below their Cmax values, shown in Table 2, suggesting inhibitory efficacy.

**Table 1:** Expression of inhibitory immune checkpoint genes in canine HS tumors.

Inhibitory Molecule					
Alias	Gene Name	Average Log2 Expression	Average Log2 Fold Change	Significance (*p*-adj)	Compared to Control
A2AR	ADORA2A	10.87	−1.84	1.78 × 10^−3^	Down
A2BR	ADORA2B	9.25	0.711	N.S.	
PD-L1	CD274	13.64	2.36	1.84 × 10^−4^	Up
PD-L2	PDCD1LG2	12.61	2.39	2.62 × 10^−4^	Up
PD-1	PDCD1	8.50	0.128	N.S.	
TIM3	HAVCR2	8.73	0.145	N.S.	
VISTA	VSIR	14.27	−3.14	7.31 × 10^−7^	Down
LAG3	LAG3	10.71	0.497	N.S.	
IDO	IDO1	14.08	0.646	N.S.	
CTLA-4	CTLA4	10.55	0.264	N.S.	
BTLA	BTLA	11.10	−3.46	1.7 × 10^−4^	Down
B7-H4	VTCN1	7.17	−3.33	1.08 × 10^−3^	Down
B7-H3	CD276	12.98	2.45	9.01 × 10^−5^	Up

**Table 2:** Pharmacokinetic data and IC_50s_ for the aurora kinase inhibitors AT9283 and BI847325.

	AT9283	BI847325
BD (IC50)	285.7 nM	31.4 nM
DH82 (IC50)	117.5 nM	19.7 nM
OD (IC50)	269.1 nM	23.8 nM
C_max_	488.2 nM	500 nM (in mice)
Molecular Targets	Aurora A/B JAK2/3 ABL FLT3	Aurora C MEK 2

## Data Availability

The raw RNA sequence data presented in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE288068: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288068, accessed on 1 January 2025.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers17060954/s1, Figure S1: Multidimensional scaling (MDS) plots of samples used for RNA seq analysis in comparing (A) HS tumor to normal and (B) HS cell lines to control; Figure S2: A minus-average (MA) plot visualizing differential gene expression from RNA seq analysis of three HS cell lines against one control; Figure S3: Combination index (CI) plots showing the synergistic effects of combined aurora kinase inhibitor (y-axis) and trametinib (x-axis) therapy across three HS cell lines; Table S1: Sample information for 18 HS-affected and 5 control samples from canine blood and tumor tissue; Table S2: Differential gene expression data for comparison between HS tumor samples and controls; Table S3: IPA canonical pathway analysis of RNA sequencing from HS tumor samples; Table S4: IPA upstream regulator analysis of RNA sequencing from HS tumor samples; Table S5: Differential gene expression data for comparison between HS cell lines and cell strain control; Table S6: Top significantly affected signaling pathways for HS cell lines (ROSALIND); Table S7: Differential gene expression data for comparison between HS tumor samples (non-HHS) and controls; Table S8: Differential gene expression data for comparison between HHS tumor samples and controls; Table S9: ROSALIND pathway analysis of RNA sequencing from HS tumor samples using gene sets from the Pathway Interaction Database; Table S10: Differential gene expression data for comparison between HS tumor samples with a PTPN11 variant and without; Table S11: Drug assay data in HS cell lines for the aurora kinase inhibitors AT9283 and BI847325 in combination with trametinib at varying doses.

# Supplementary material for: Transcriptome Analysis of Canine Histiocytic Sarcoma Tumors and Cell Lines Reveals Multiple Targets for Therapy
**Source:** Cancers (Basel). 2025 Mar 12;17(6):954. doi: 10.3390/cancers17060954
**Supplement:** Supplementary file 1

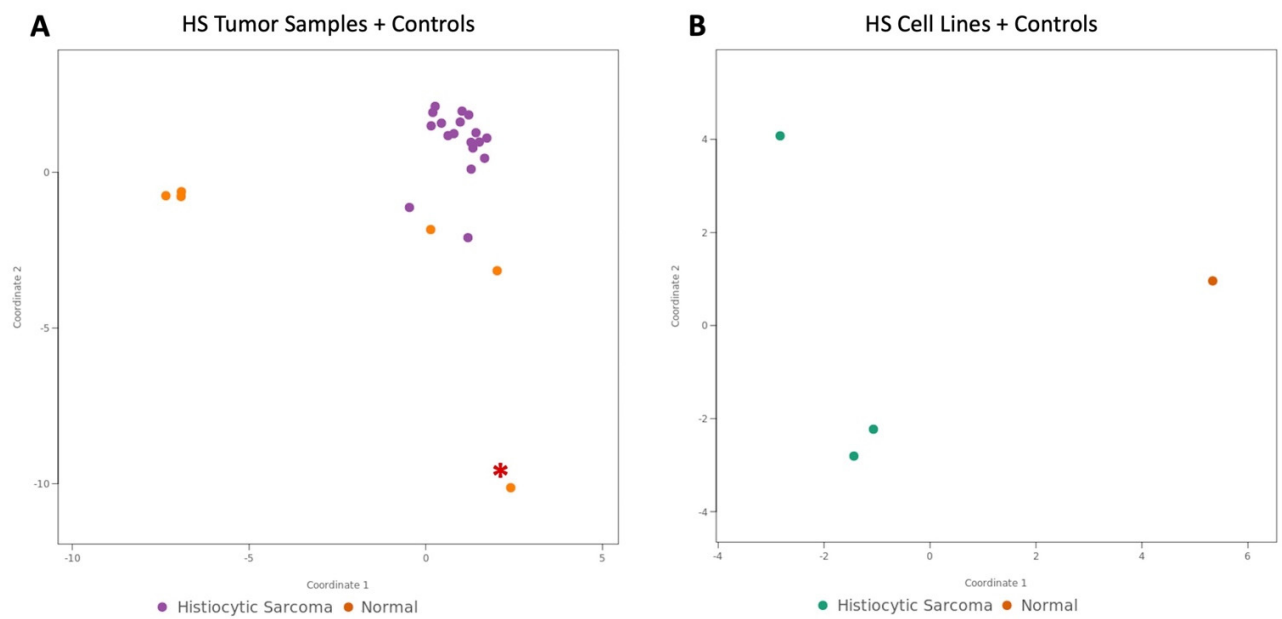

**Figure S1:** Multidimensional scaling (MDS) plots of samples used for RNA sequence analysis in comparing (A) HS tumor to normal and (B) HS cell lines to control. The red asterisk in panel (A), denotes an outlier sample that was excluded from further analysis.

# Supplementary material for: Transcriptome Analysis of Canine Histiocytic Sarcoma Tumors and Cell Lines Reveals Multiple Targets for Therapy
**Source:** Cancers (Basel). 2025 Mar 12;17(6):954. doi: 10.3390/cancers17060954
**Supplement:** Supplementary file 1

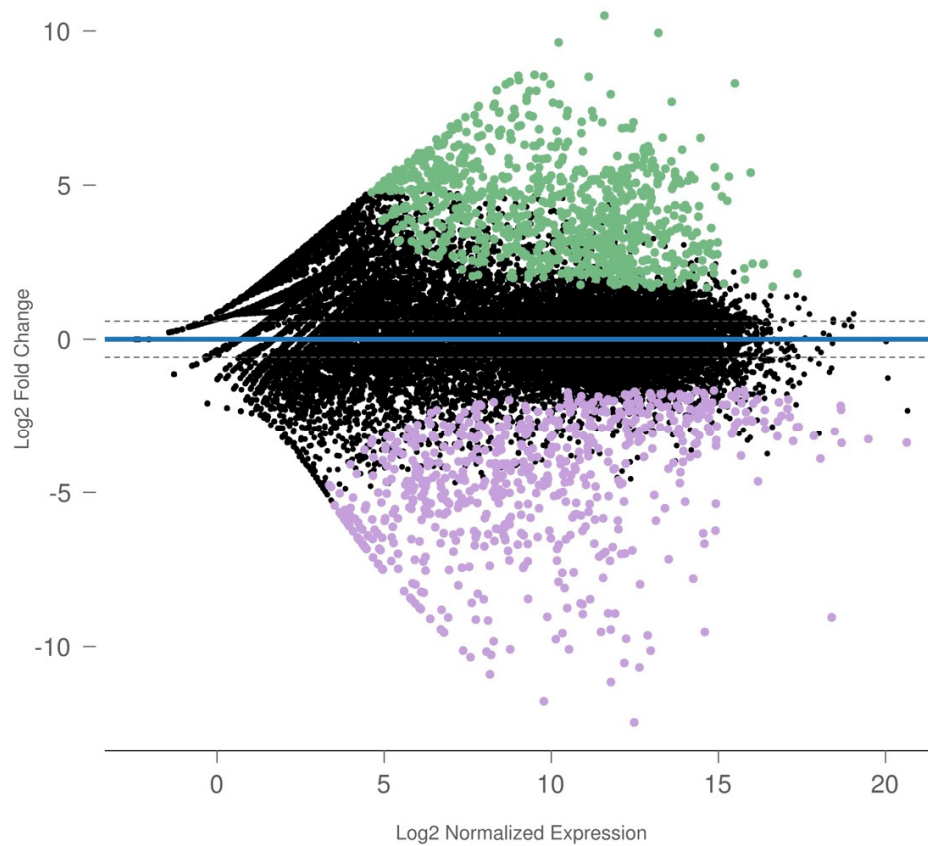

**Figure S2:** A minus-average (MA) plot visualizing differential gene expression from RNA sequence analysis of 3 HS cell lines (BD, OD, and PJ) against 1 control. Dots in green represent genes with significantly increased expression and dot in purple indicate decrease in gene expression. Significance was set at  $<0.05$  p-adjusted value and a baseline of  $\pm 1.5$  log2 fold change in order to capture an appropriate number of genes for pathway and gene set analysis.

# Supplementary material for: Transcriptome Analysis of Canine Histiocytic Sarcoma Tumors and Cell Lines Reveals Multiple Targets for Therapy
**Source:** Cancers (Basel). 2025 Mar 12;17(6):954. doi: 10.3390/cancers17060954
**Supplement:** Supplementary file 1

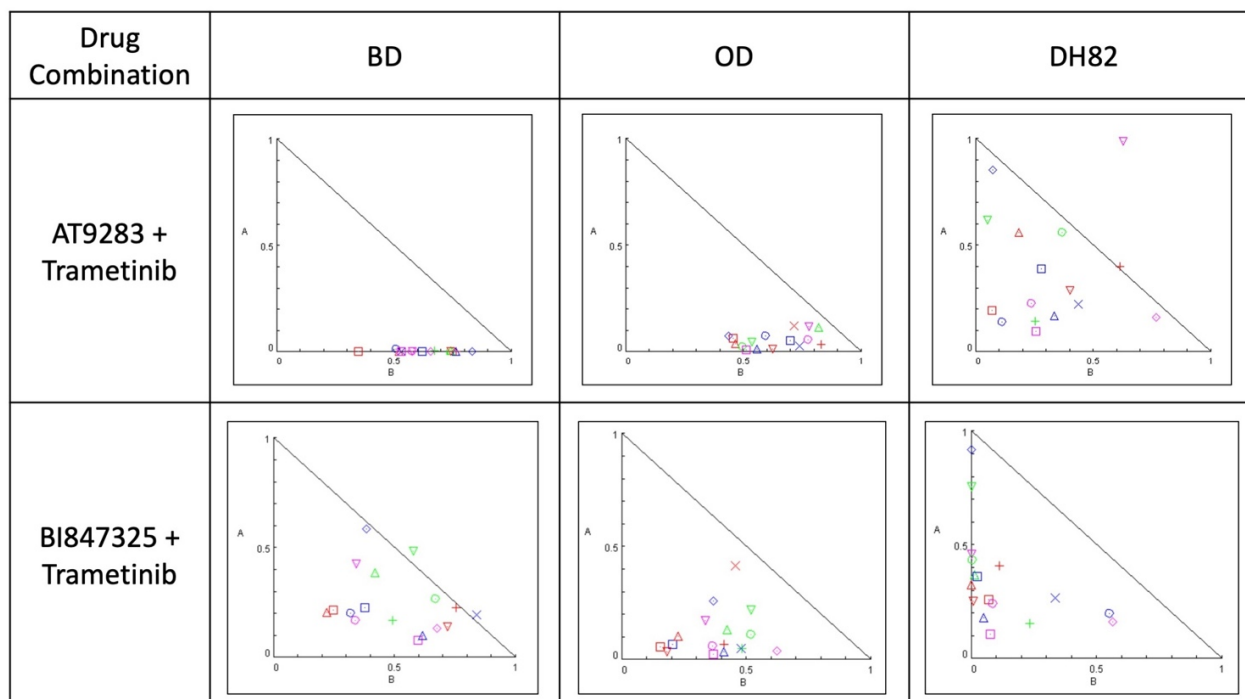

**Figure S3:** Combination index (CI) plots showing the synergistic effects of combined aurora kinase inhibitor (y-axis) and trametinib (x-axis) therapy across 3 HS cell lines (BD, OD, and DH82). Colored shape outlines on the plots represent different dose combinations of each set of drugs. Points below the isobole line indicate synergism, while points on the line indicate expected interaction and points above the line indicating antagonism.

How the deposited data were processed for this re-analysis (not part of the article)

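RNA was measured in 18 HS tumors of BMDs (15 labelled HS and 3 labelled HHS), in 6 control samples (3 of blood, and 1 each of liver, lung and spleen), in the HS cell lines BD, OD and PJ and in the dendritic cell strain DC3F9. Samples were grouped by their labels and by the sample lists of the supplementary tables, and no column of another sample was used.

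The authors trimmed the reads with cutadapt, aligned them to CanFam3.1 with STAR and counted the reads on each gene with HTSeq on the ROSALIND platform, and deposited the raw counts per gene for 32704 Ensembl identifiers, without normalization or a filter on low counts. The paper's text does not name the annotation release or the strand option of the counting, so overlapping and antisense genes and near-identical copies may share reads. The tumors and the cell lines were counted in separate tables and were tested apart. The authors' own fold changes came from DESeq2 with relative log expression normalization.

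From the deposited counts, log2FC and p-values were computed with R 4.3.3 and edgeR 4.0.16, using TMM factors, the filterByExpr filter, the quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called at an absolute log2FC above 1.5 and an adjusted p-value under 0.0005 for all tumors against controls, and under 0.05 for the other 4 comparisons, as in the paper. The paper's methods name a Benjamini-Yekutieli correction, while the adjusted values of Table S2 follow Benjamini-Hochberg. Tumors were compared with the 5 controls the paper kept, and HS with the 14 tumors of Table S7. DESeq2 1.42.0 was the alternative test. Means and SDs are of log2 CPM with a prior count of 2. Distances, exact tests, correlations and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 or with R, in which limma 3.58.1 was loaded by edgeR. Further alternatives were other size factors, a robust fit, other filters on low counts, other cutoffs and adjustments, other sets of controls and tumors, and leaving out each control, HHS tumor or cell line in turn.

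The comparisons, their tests and cutoffs, most alternatives and the rule for the genes named were set before the data were examined. The rule names each gene that the paper names on these data or lists in its Figure 2, and per comparison the 3 highest and 3 lowest log2FC among called genes with a symbol, a mean of at least 3 log2 CPM and no overlap between groups. *RECQL4*, *KIF20A*, *CDC14B* and *KIFC1* in all tumors were named after their values were seen, as members of a short count or as ends of a range, and so were the other cell cycle genes labelled in the figure of tumors and cell lines. DESeq2 on all genes with its independent filtering and the direction of the tumor calls in the cell lines were added after results had been seen.

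Gene names came from the supplementary tables, whose readable part pairs 1117 of the identifiers with a name (1025 with a dog symbol and 92 with a human homolog only). The RefSeq gene table matched 0 of the identifiers, and no genome annotation was used here, so no coordinates are given. The gene sets of the databases, the lists of Figure 2 and the planned S-phase, G2/M, cholesterol and cell marker lists have a name for fewer than 80% of their members, so their tests are void and not analysed here. In their place, 28 cell cycle genes were picked by hand from the names after the count tables had been opened and before any value of theirs was computed. They include *CDK4*, *CDC25C* and *FBXO5*, which the paper lists from its own calls on these data. Their median log2FC was set against 10000 random lists of named genes matched on mean expression.

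Total counts were 99701394 to 171815073 per tumor, 133524755 to 180801439 per control and 82007857 to 131518875 per cell library. The smallest level this depth can show, 3 counts, was 0.0366 CPM in the smallest library, DC3F9, and 0.0166 CPM in the largest. These limits cover counting error only, since reads carry no molecular identifiers. No pair of libraries was a duplicate, the closest pair differing by a chi-square of 774 per gene.

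The tests were tested on simulated counts with 200 changed genes drawn from the means and totals of the real libraries. Of the changed genes that passed the filter, edgeR recovered 36.2% for tumors, 1.58% for cell lines, 50.5% for HS, 12.4% for HHS against controls and 46.4% for HHS against HS, with 0, 2, 1, 1 and 2 false calls. DESeq2 recovered 59.6%, 40%, 66.5%, 55.4% and 62.5%, with 16, 220, 71, 153 and 138 false calls. The simulated genes vary independently, and in HHS against HS DESeq2 called 1 gene on the real counts, so these figures need not hold for the real libraries. The PTPN11 comparison, the immune checkpoint genes, the predicted regulators and the drug studies are not analysed here.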

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

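Of the tests in this part, the comparison of genes called against blood with the spleen and lung controls was chosen only after the result was seen, as was the direct comparison of blood with the spleen and lung controls.

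The liver control, which the paper left out, stood apart from the other controls in 3 measures. Its most counted gene took 12.8% of its counts, its TMM factor was 0.342, and its median distance to the other controls was 224. Among 5 groups of values that hold this library and were examined for a single far sample, 3 had one, all of them this library, where chance gives 0.25. The other 14 of the 19 groups examined do not hold it and had no far sample. The 3 measures are not independent, since a gene with many counts also lowers the TMM factor. The distance uses counts already scaled to library size and TMM factor, so it also depends on the TMM factor. Thinning was therefore unlikely to move it, and neither check of a technical explanation moved it much. Without the 18 genes that took over 1% of the counts of any control, the ratio of its distance to the largest of the others was 1.36, and with every library thinned to the smallest total it was 1.39, against 1.38 before. The library is the only one of normal liver. A candidate explanation is the tissue itself, but tissue cannot be told apart here from any other property of a single library.

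ENSCAFG00000003016, the gene with 12.8% of the counts in the liver control, is outside the paper's results. It took at most 5.92e-05% of the counts in the other controls. Among the tumors its share was highest in HS33, from the liver (13310 counts), followed by HS27, from the lung (4217), and HS36, from the liver (3264). The same 3 tumors, in the same order, had the highest scores for genes of the normal liver (2.35, -2.47 and -2.91). The other tumors from the liver, HS46 and HS50, had 176 counts and 1 count. With 1 library of normal liver, no further explanation was tested for this gene.

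The blood controls and the spleen and lung controls gave different genes. Across 20223 genes, the log2FC of tumors against blood and against spleen and lung had a Spearman's rho of 0.211. Of the genes called against both, 10 had the same direction and 28 had opposite directions, and all 28 were higher in tumors than in blood and lower than in spleen and lung. In a direct comparison, 465 of 21958 genes were called between blood and the spleen and lung controls, the 28 among them. That outcome is partly fixed by how the 28 were selected, and the comparison rests on 3 libraries against 2.

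The blood controls differ from the others in tissue, breed and flow cell together. Of the 539 genes called against all 5 controls, 94.4% had the same direction against the spleen and lung controls, which shared the tumors' flow cell. These controls were also part of the comparison that called the genes, so this share cannot exclude an effect of the flow cell. Of the genes called against blood alone, 62.0% kept their direction against spleen and lung. The share was 52.9% for genes higher in tumors and 71.2% for lower ones, with the tumors shared between the comparisons. The 28 cell cycle genes had a median log2FC of 0.45 against the spleen and lung controls, above 0 but at percentile 92.86 of random lists. Differences of the tumors from blood may therefore be of the flow cell or the blood itself, and the pattern cannot be told apart from these explanations. Breed is shared by the tumors and the blood controls and differs only in the spleen and lung controls.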

How the results depend on the processing

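DESeq2 on all genes was chosen only after the result was seen, and the 28 cell cycle genes after the count tables were opened; the other alternatives were planned.

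In single genes, 465 results kept their direction and their side of the adjusted p-value, 31 lost it, 14 gained it and 16 reversed. Of the results that answer a comparison, 110 stayed within their limits, 44 moved and 9 cell cycle medians fell below the 95 percentile of random lists. The cause was not tested for any of these changes.

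The number of genes in tumors against controls was 539. It stayed within a factor of 1.5 with DESeq2's size factors (578), a robust fit, no filter, at least 10 counts in every sample, a fold change of 1.5 and all 6 controls (724). It was 1721 with DESeq2 (53.3% of them higher in tumors, against 31.2% in edgeR, with the median log2FC of all genes moved from -0.01 to -0.12), 1768 with DESeq2 on all genes, 130 with the Benjamini-Yekutieli adjustment, 22 with a test against the log2FC of 1.5 itself and 3457 at an adjusted p-value under 0.05. It was 1251 against blood, where the median log2FC of all genes was 0.44, 222 against spleen and lung, 94 with each control tissue counted once, and from 222 to 581 across the 5 fits that each left out one control.

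In cell lines, 0 genes were called (2788 at an unadjusted p-value under 0.05). DESeq2 called 1796, DESeq2 on all genes 1828, no filter 28 and at least 10 counts in every sample 4. The smallest adjusted p-value of the planned filter was 0.0539. In the simulated counts for this comparison, DESeq2 made 220 false calls and edgeR 2, and for tumors, HHS against controls and HHS against HS, DESeq2 made 16, 153 and 138, figures that need not hold for the real counts. For HS against controls (3021 genes), the count was 1873 with at least 10 counts in every sample, 1069 with Benjamini-Yekutieli, 529 with the test against 1.5, 4967 against blood, 1430 against spleen and lung, and 2281 to 3159 across the 5 fits without one control.

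The HHS count of 25 was the least stable. It was 2159 with DESeq2, 2226 with DESeq2 on all genes, 625 in one fit with HS, 115 with at least 10 counts in every sample, 3608 against blood, 1 against spleen and lung (3435 at an unadjusted p-value under 0.05), and 0 both with Benjamini-Yekutieli and with the test against 1.5 (3775 and 1463 at an unadjusted p-value under 0.05). It ranged from 0 to 104 across the 5 fits without one control and from 0 to 8 across the 3 without one HHS tumor. For HHS against HS (0 genes, 797 at an unadjusted p-value under 0.05), DESeq2 and DESeq2 on all genes called 1 each and no filter 4, and the other alternatives called 0, with 170 to 1061 genes at an unadjusted p-value under 0.05.

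The median log2FC of the 28 cell cycle genes was above 0 in tumors, HS and HHS against every set of controls. Against blood it was 0.68, 0.69 and 0.54, at percentiles 87.1, 90.34 and 84.12 of random lists, where the median of all named genes was also above 0 (0.45, 0.44 and 0.12). Against spleen and lung it was 0.45, 0.46 and 0.32, at percentiles 92.86, 92.47 and 91.85. Without one control it ranged from 0.38 to 0.62 in tumors, 0.40 to 0.63 in HS and 0.26 to 0.45 in HHS, and those without the lung control also fell below the 95 percentile. The correlation of cell lines and tumors was 0.163 with at least 10 counts in every sample, 0.225 with blood and 0.0723 with spleen and lung controls. The liver control stayed the farthest control, with a ratio of 1.13 over all genes and 1.27 with a distance from Spearman's rho.

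Most reversals were of *MYC*, whose log2FC lay near 0 in all tumors and in HS. In tumors it was 0.17 with all 6 controls, 1.02 against spleen and lung, 0.26 with each control tissue counted once, and -0.28 to 0.21 without one control. In HS it was -0.043 with DESeq2's size factors, with DESeq2 and with DESeq2 on all genes, -0.079 with at least 10 counts in every sample, -0.42 against blood, -0.0039 with 15 tumors, and -0.24 to 0.25 without one control. In HHS it was -0.43 (standard error 0.57) against the 5 controls and 0.69 against spleen and lung. *ACAT2* in HHS was -0.51 with all 6 controls, and *FBXO5* in HHS against HS ranged from -0.46 to 0.085 without one HHS tumor.

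No paired analysis was possible because the tumors, controls and cell lines share no replicate numbers. The planned tests of gene sets and of *PDCD1* and *CTLA4* were not run, since too few of these genes have a name, and leaving out a cell line gave no calls because 2 lines would stand against 1 library.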

Differences from the paper's values

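DESeq2 on all genes with independent filtering was chosen only after the result was seen.

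In tumors against controls, the paper reports 2037 genes, 982 higher and 953 lower, and edgeR called 539, 168 higher and 371 lower. The paper's counts by direction are of annotated genes, here and in the cell lines, while those computed here are of all identifiers. With DESeq2 the counts were 1721, 917 and 804, each within 1.5 times the paper's, and the paper's methods name DESeq2. With DESeq2 on all genes, chosen after seeing these values, they were 1768, 917 and 851. At an adjusted p-value under 0.05, 1447 genes were higher, and against blood alone 639 were lower, each within 1.5 times the paper's number in that direction. None of the other alternatives set before the data were examined came within that range.

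In cell lines against DC3F9, the paper reports 1045 genes, 565 higher and 422 lower, and edgeR called 0 (0 higher and 0 lower), with 2788 genes at an unadjusted p-value under 0.05. DESeq2 called 1796 (1046 higher and 750 lower), with 220 false calls in simulated counts of this comparison, which need not hold for the real counts, and none of the alternatives set before the data were examined came within 1.5 times the paper's counts.

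The paper states 60 M reads (M, 1000000) per sample of the cell line experiment, in paired-end format. The counts were 118 M in BD, 132 M in OD and 97.4 M in PJ. In DC3F9 they were 82.0 M, within 1.5 times the paper's number. Whether the 60 M are read pairs is not settled here, so the difference may be one of unit. No alternative bears on this.

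The log2FC of *MYC* was 0.0014 in HS against controls, where Table S7 of the paper gives -0.044. It was negative, as in the paper, with DESeq2's size factors (-0.04), DESeq2 (-0.04), at least 10 counts in every sample (-0.08), blood controls (-0.42), all 15 tumors (-0.0039) and without the lung (-0.24) or the spleen control (-0.09), and positive with the other alternatives set before the data were examined. With DESeq2 on all genes, chosen after seeing the values, it was -0.04. In all tumors it was -0.027, where Table S4 of the paper gives 0.041. It was positive and within 1 standard error of the paper's value with all 6 controls (0.17), with each control tissue counted once (0.26) and without the blood control 35780 (0.09) or 35116 (0.21), and not with the other alternatives set before the data were examined. Of the 27 log2FC values set beside the paper's, the other 25 had the same sign and lay within 1 standard error of it.

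The paper lists *CDK4* and *FBXO5* among the altered genes of its Figure 2. In all tumors neither passed the adjusted p-value of 0.0005 in edgeR. *CDK4* passed both cutoffs with DESeq2, with DESeq2 on all genes, and at an adjusted p-value under 0.05. *FBXO5* passed both only at an adjusted p-value under 0.05, since its log2FC with DESeq2 was 1.49, and Table S2 of the paper gives 1.47. The paper's Table S5 calls *FBXO5* in the cell lines, where edgeR did not and where DESeq2 and DESeq2 on all genes did. The paper's Table S8 calls *CDC25C* in HHS against controls, where edgeR did not (log2FC 2.06). DESeq2, DESeq2 on all genes, blood controls and one fit with HS did.

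The paper reports many genes between HHS and HS and lower cholesterol biosynthesis in HHS. In edgeR 0 genes passed, with 797 at an unadjusted p-value under 0.05, and 4 passed at most, with no filter. *SQLE* and *ACAT2* were lower in HHS than in HS (log2FC -1.39 and -0.62) without passing, and against the controls *SQLE* was lower in HHS (-0.58) and *ACAT2* higher (0.51), also without passing.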

Other observations

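None of the tests in this part was chosen only after the result was seen, except the direction of the tumor calls in the cell lines.

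Other splits of the same samples seldom gave as many genes as tumors against controls. With 18 and 5 samples, 1 of 100 splits, the real one, gave as many as 539 genes, and the other splits gave at most 5. For HS against controls, 1 of 100 splits gave as many as 3021, and the others gave at most 821. For HHS against controls, 2 of the 56 splits gave as many as 25 genes. The other one set the 3 blood controls against the HHS tumors with the spleen and lung controls and gave 2518 genes. That split follows the flow cell, so the batch and the condition cannot be told apart there.

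For HHS against HS, where 0 genes passed and 797 had an unadjusted p-value under 0.05, all 100 of 100 splits gave as many genes, which a count of 0 fixes in advance, so that count cannot tell. Of the other splits, 74 gave at least 1 gene, with a median of 3 and a maximum of 106, and in 69 of the 100 splits as many genes had an unadjusted p-value under 0.05. By the unadjusted p-values, the label HHS did not stand out among random groups of 3 tumors.

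RNA of the surrounding organ is a candidate explanation for part of the differences between tumors. For each normal organ, the 100 genes highest in its control against the other controls were scored in the 18 tumors. Tumors taken from the lung had a mean score of -2.96 ± 1.89 (SD, n = 6) and the others -5.09 ± 0.75 (SD, n = 12), with 5 of the 6 above the median of the others (one-sided exact permutation test, p = 0.00215, 0.00646 after Benjamini-Hochberg adjustment over 3 organs). For the spleen, the means were -0.93 in 2 tumors and -3.88 in 16, with both above the median of the others (exact p = 0.0196, adjusted 0.0294). For the liver, they were -2.72 in 4 tumors and -5.12 in 14, with 3 of 4 above it (exact p = 0.0363, adjusted 0.0363). HS52, HS51 and HS33 had the highest scores for lung, spleen and liver, at 0.21, 1.13 and 2.35, and the means rest in part on them. These values are in line with RNA of normal organ in some tumors. Tumor cells that resemble their organ for another reason were not tested. The paper does not report this comparison. The nearest library to HS51 was the spleen control.

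The direction of the tumor calls in the cell lines was uneven. Of the genes higher in tumors, 137 of 168 were also higher in the cell lines, and of the lower genes, 178 of 319 were also lower. No biological or technical explanation was tested for this difference.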
